A study of Drosophila melanogaster with 3 samples. Its data were reported in "Transcriptional changes in specific subsets of Drosophila neurons following inhibition of the serotonin transporter" (2023).

How the data were processed

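Gene expression in sorted Kenyon cells was measured with 10x Genomics transcript-end libraries, 1 per experiment. Per the file headers, the authors made the UMI count matrices with Cell Ranger 7.0.0, and they were deposited as filtered matrices of raw counts per gene and barcode, before any assignment of cells to strains. Per the paper's methods, flies of each arm carried a chromosome from different wild-type strains, cells were assigned to strains by their SNPs, and cells under the transcript minimum, over the mitochondrial maximum or called as doublets by genotype were removed. The authors then integrated the experiments, clustered Kenyon cells, summed counts per strain and cluster, and compared the arms with DESeq2. No map from cells to strains or genotypes was used here, so each library is 1 sample and those comparisons were not fitted again.

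The authors' deposited tables, 4 in all, give for each gene and Kenyon cell cluster a log2 fold change of mutant or drug over control from DESeq2, with size factors as its normalization. They also give a p-value from DESeq2's likelihood-ratio test and an adjusted p-value, both as the authors deposited them. The adjusted values matched a Benjamini-Hochberg adjustment within each cluster for at least 99.97% of genes, to a relative tolerance of 0.001. A further deposited column of -log10 values, limited at 18, followed the unadjusted p in 3 tables and the adjusted p in the dSERT16 table, and it was used for nothing else. In every cluster 6 gene names had been turned into dates, and none of them was used. The strains behind each value are the replicates of those fits. Per the paper, fewer strains carried dSERT16 than dSERT4, and since the tables do not say how many entered each cluster, no SD or n is attached to the values. KC_G3, KC_G4 and KC_AB3, each found in 1 experiment, were left out of the comparisons in the paper for their small number of cells, but they are in the tables and were counted here, with the 5 shared clusters alone as an alternative.

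Genes were placed on the BDGP6 assembly (release 6) by their FlyBase identifiers, and 17738 of 17824 feature identifiers (99.5%) had a position.

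From the matrices, cells with at least 1000 UMIs and at most 20% mitochondrial UMIs were kept, as in the study. Predicted doublets were removed with Scrublet as run in scanpy 1.11.5, which marked 5 of 3299, 326 of 8849 and 26 of 2996 cells. The rates were 0.152%, 3.68% and 0.868%. Each library was clustered on its own (2000 variable genes, 10 principal components, 20 neighbours, Leiden resolution 0.3 with leidenalg 0.10.2, seed 0). A marker counted as detected in a cluster when at least 25% of cells held a UMI and its CPM was at least 25% of that in its highest cluster. A cluster was named Kenyon-like with 4 of 6 Kenyon cell markers detected, and otherwise by 3 markers of glia or of other neurons, provided that its 10 leading genes did not go against the name. This rule was revised after clusters and simulated cells had been seen: first a UMI in 25% of cells was enough, with 4 Kenyon cell markers and no look at leading genes, and then 5 Kenyon cell markers were required. Both earlier rules are among the added alternatives. The marker genes themselves were fixed before the data were examined, as were the tests of the comparisons, the samples in them and most of the alternatives. Several tests of explanations were chosen later. In the day 0 dSERT-TMKO/WT pool 3 clusters (3.79% of cells) stayed unnamed. CPM values are the summed UMIs of a gene, scaled to a common total, of a class of cells.

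Changes were counted per gene and cluster at an adjusted p of at most 0.05 and a fold change of at least 1.5 in either direction, the study's threshold. Genes past it in any cluster were compared with the other genes with an adjusted p, on arm 2R against all other arms, by two-sided Fisher's exact test. Spearman correlations across genes used genes at 10 CPM or more in the Kenyon-like cells of both libraries. Same-sign shares were tested against an even split with an exact two-sided binomial test. They had no limit on CPM unless one is named, but the alternatives without chromosome arms also dropped genes under 10 CPM. The standard error of each log2 fold change was recovered as its size over the normal quantile of its unadjusted p, which is approximate because the test was a likelihood-ratio test. Differences of log2 fold changes were tested with those errors by an approximate two-sided z test, with Benjamini-Hochberg adjustment over 326 differences. In a check, each SE from an unadjusted p over 0.5 was raised to the median SE of the 100 genes nearest in CPM in that cluster with a p of 0.5 or less, where that was larger. Genes were named by a fixed rule: all changes of a table with 10 or fewer, otherwise the 10 with the smallest adjusted p, SerT and prom, genes past the threshold in more than one table or in at least 3 clusters, genes named as changed in the study's text, serotonin receptors, and the roX RNAs. Others named because a count was small were chosen after their values were seen.

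Gene lists were compared with 10000 random lists of the same size matched on Kenyon cell CPM. The lists were 20 glia genes, 16 genes of other neurons, the alpha/beta markers, and larger sets of genes that a class of cells held at 100 CPM or more and at 10 times the Kenyon cell CPM or more, with 26 list tests in all, of which 17 were added after the first results (4 on the larger sets and 13 in other clusters, without some genes or with another source of the set). A list was read as deciding only where its median lay outside the middle 95% of random lists and stayed inside it in the other clusters examined. Alternatives covered the thresholds, the adjustment, filters on CPM, chromosome arms left out, the UMI minimum, the mitochondrial maximum, doublets, the Leiden resolution, the number of principal components, the naming rule, and the clusters counted.

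The steps were tested on simulated data, and those on the contrasts used the recovered SEs of KC_G1 alone. With a log2 fold change of 2 put into 200 genes, the threshold recovered 74.5% of them for dSERT16 (7293 genes), 56.5% for dSERT-TMKO at day 0 (9151 genes), 47.5% for dSERT-TMKO at day 4 to 6 (8588 genes) and 62.0% for CIT (8425 genes), with 3, 9, 8 and 6 false calls. Differences with no simulated effect had a p under 0.05 in 4.81% to 5.45% of genes. The simulated p came from the same normal errors that were then recovered, so this does not test recovery from a likelihood-ratio test. In simulated cells of 5 classes the clustering and naming were right for 100% of cells in each library. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.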

Results

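Kenyon cells, the intrinsic neurons of the fly mushroom body, were sorted from dissected brains by a nuclear GFP under a Mef2 driver and profiled by droplet-based RNA-seq of transcript ends. There were 3 libraries, each a single group with 1 library: a pool of dSERT4 and dSERT16 flies at day 0 after eclosion, a pool of dSERT-TMKO and wild-type (WT) flies at day 0, and a pool of dSERT-TMKO, WT, citalopram-fed (CIT) and vehicle-fed (VEH) flies at day 4 to 6. dSERT16 carries a deletion at the start of the serotonin transporter gene SerT, left by excision of a transposon, and dSERT4 is its matched control with a working gene. dSERT-TMKO is a deletion made with CRISPR inside the coding part of the same gene, and citalopram is an antidepressant that blocks the transporter. Since each library was a pool, the libraries were compared as pools without a test, and the genotype and drug comparisons were read from the authors' deposited table for each of 4 contrasts. Intervals on shares and counts from the libraries are at 95% (exact Clopper-Pearson for shares, exact Poisson for counts) and cover counting error only.

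The dSERT4/dSERT16 pool held 3544 barcodes with 13183480 UMIs, the day 0 dSERT-TMKO/WT pool held 9404 barcodes with 61833329 UMIs, and the day 4 to 6 pool held 3089 barcodes with 21831009 UMIs. Requiring 1000 UMIs and at most 20% mitochondrial UMIs per cell left 3299, 8849 and 2996 cells, with a median of 3330, 6508 and 7146 UMIs per cell. The alternative that moved these numbers most was a minimum of 2000 UMIs, which left 2771 cells of the dSERT4/dSERT16 pool. After removal of 5, 326 and 26 predicted doublets, 3294, 8523 and 2970 cells were clustered.

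The sort was for Kenyon cells, but the libraries differed in how many of their cells carried Kenyon cell markers. Kenyon-like clusters made up 91.7% of the clustered cells of the dSERT4/dSERT16 pool (3019 cells, interval 90.7 to 92.6%) and 98.0% of those of the day 4 to 6 pool (2911 cells, interval 97.4 to 98.5%). In the day 0 dSERT-TMKO/WT pool they were 25.6% (2180 cells, interval 24.7 to 26.5%), and glia-like clusters were 66.4% (5659 cells). The largest of these glia-like clusters (1759 cells) had 5 glia markers detected, and 1 was among its 10 leading genes. Every other had the minimum of 3 and none among its 10 leading genes, so most of the class sat at the limit of the naming rule. With no doublets removed the Kenyon-like share of that pool was 22.6%. Among Kenyon-like cells, the gamma subtype took 62.2% of the dSERT4/dSERT16 pool (interval 60.5 to 64.0%), 66.3% of the day 0 dSERT-TMKO/WT pool (interval 64.3 to 68.3%) and 51.6% of the day 4 to 6 pool (interval 49.7 to 53.4%). The alpha/beta subtype took 31.5%, 27.9% and 44.4%, and the alpha-prime/beta-prime subtype 6.26%, 5.83% and 4.02%, in the same order. Cluster names were rebuilt from markers, each library on its own, and the gamma class included 1 cluster led by mitochondrial genes in the dSERT4/dSERT16 pool (678 cells) and 1 in the day 4 to 6 pool (143 cells). These shares belong to the sort and to each pool, and with 1 library per pool the differences have no replicate check.

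**Figure D1:**
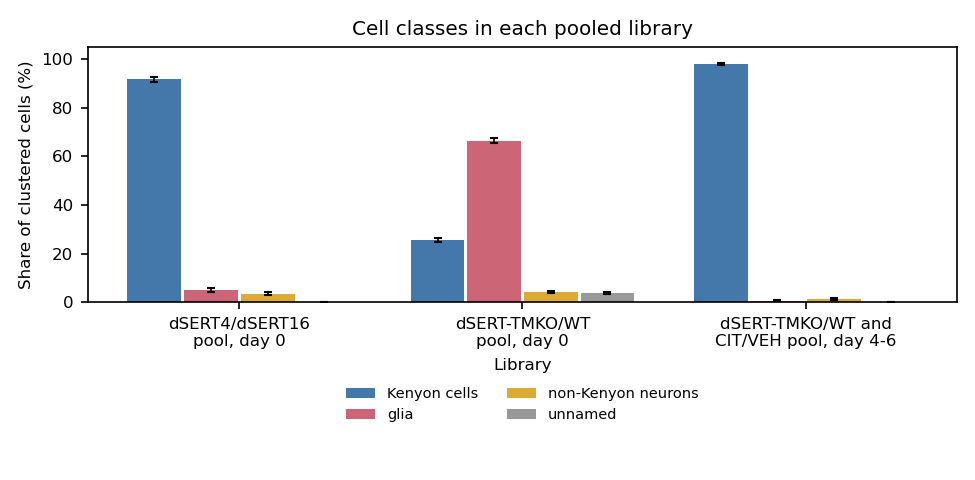
Share of clustered cells (%, vertical axis) in each cell class for the 3 pooled libraries (horizontal axis), with bars for the share and whiskers for the exact 95% binomial interval. Kenyon-like cells are 91.7% and 98.0% of the first and last pool and 25.6% of the day 0 dSERT-TMKO/WT pool, where glia-like cells are 66.4%.

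The targeted gene SerT (FBgn0010414; BDGP6 arm 2R, 24404595 to 24411074, minus strand) was barely seen in Kenyon-like cells. A SerT UMI was found in 1 of 3019 cells of the dSERT4/dSERT16 pool, in 1 of 2180 cells of the day 0 dSERT-TMKO/WT pool, and in 0 of 2911 cells of the day 4 to 6 pool. A count of 0, read as at most 3 cells, allows a share of up to 0.103% there, and the exact interval reaches 0.127%. The authors' deposited table for dSERT16 gave SerT a log2 fold change in 1 cluster, KC_ABp1 (0.80), where its unadjusted p was 1. For dSERT-TMKO at day 0 the authors' deposited table gave it one in KC_AB1 (-1.44, adjusted p 1). Kenyon cells receive serotonin, so the level of SerT in them does not check the genotype labels, and transcript-end tags outside the deleted part of SerT could not check dSERT-TMKO in any case. The serotonin receptor genes 5-HT1A and 5-HT1B were at 784 and 403 CPM (UMIs of a gene scaled to a common total per class of cells) in Kenyon-like cells of the dSERT4/dSERT16 pool, 5-HT2A at 23.3 CPM, 5-HT2B at 8.01 CPM and 5-HT7 at 1.16 CPM, and no receptor gene passed the threshold in any cluster of the authors' deposited table for any of the 4 contrasts.

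The first contrast asked how loss of the transporter from development on changes each Kenyon cell subtype, with the dSERT16 allele at day 0. At an adjusted p of at most 0.05 and a fold change of at least 1.5, the authors' deposited table held 26 changes over 7 Kenyon cell clusters, 5 higher and 21 lower in dSERT16, in 11 genes. Of the 26 changes, 23 lay in the 5 clusters shared by all experiments. Counting every table, the count that moved most under another setting was the one for CIT, from 8 to 4 at an adjusted p of at most 0.01.

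CG33143 (FBgn0053143; BDGP6 arm 2R, 22614328 to 22634084, plus strand) was the one gene past the threshold in all 7 clusters of the authors' deposited table, lower in dSERT16 with log2 fold changes from -5.97 in KC_G3 to -7.98 in KC_ABp1 and an adjusted p of 1.88e-105 in KC_G1 (DESeq2 likelihood-ratio test, as for every adjusted p below). Pooled Kenyon-like cells held CG33143 at 647 CPM (interval 632 to 662) in the dSERT4/dSERT16 pool, against 1.40 CPM (interval 0.864 to 2.13) and 1.39 CPM (interval 0.934 to 2.00) in both dSERT-TMKO pools. CG42392 (FBgn0259738; 2R, 16765361 to 16766000) was lower in all 7 clusters of the authors' deposited table, by log2 fold changes from -0.98 in KC_AB2 to -1.65 in KC_G2, and passed in 4 of them. Cbp53E (FBgn0004580; 2R, 16973927 to 16996057) passed in 4 clusters of the authors' deposited table, from -1.09 in KC_G1 to -3.99 in KC_AB3 (a small cluster that the study left out), and was lower in 6 of 7, with a higher value in KC_G2 (1.44, adjusted p 1). Pgant9 (FBgn0050463; 2R, 16673235 to 16732916) was higher in KC_AB1 (1.09) and KC_G1 (1.03) of the authors' deposited table. prom (FBgn0259210; 2R, 24415410 to 24428387) lies 0.00434 Mb from SerT and was higher in KC_G1 (log2 fold change 6.63, approximate SE 0.81, adjusted p 9.63e-13) and in KC_AB1 (5.01, adjusted p 0.0322) of the authors' deposited table. It had 199 UMIs in the Kenyon-like cells of the dSERT4/dSERT16 pool (17.7 CPM), against 0 UMIs in the day 0 dSERT-TMKO/WT pool and 1 in the day 4 to 6 pool. SK, a gene on the X chromosome, was lower in KC_G1 (-0.81) and KC_AB1 (-0.88) of the authors' deposited table. The mitochondrial genes mt:Cyt-b (-2.11) and mt:ATPase6 (-1.62) passed in KC_G2 alone of the authors' deposited table, where all 14 mitochondrial genes with a value were lower. The other genes past the threshold there, CG31690 (2.46), lncRNA:CR45312 (-2.42) and sr (-1.96), passed in KC_AB1 of the authors' deposited table.

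A second question was whether changed genes gather on the chromosome arm that carries SerT. For dSERT16, 6 of the 9 genes past the threshold with a place on a chromosome arm (66.7%, interval 29.9 to 92.5%) lay on 2R, against 20.1% of the 10245 genes tested in the authors' deposited table (odds ratio 7.95, two-sided Fisher's exact test p 0.00317, 0.0127 after Benjamini-Hochberg adjustment over the 4 contrasts). Mitochondrial genes were left out of this count. Counted as changes per cluster the share was 83.3% (20 of 24), and without genes within 1 Mb of SerT it was 62.5% (exact p 0.00698, adjusted 0.0279). For dSERT-TMKO the shares on 2R were 27.3% at day 0 (3 of 11 genes) and 33.3% at day 4 to 6 (4 of 12 genes), and for CIT 0 of 8 genes, all with an adjusted exact p of 0.464.

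**Figure D2:**
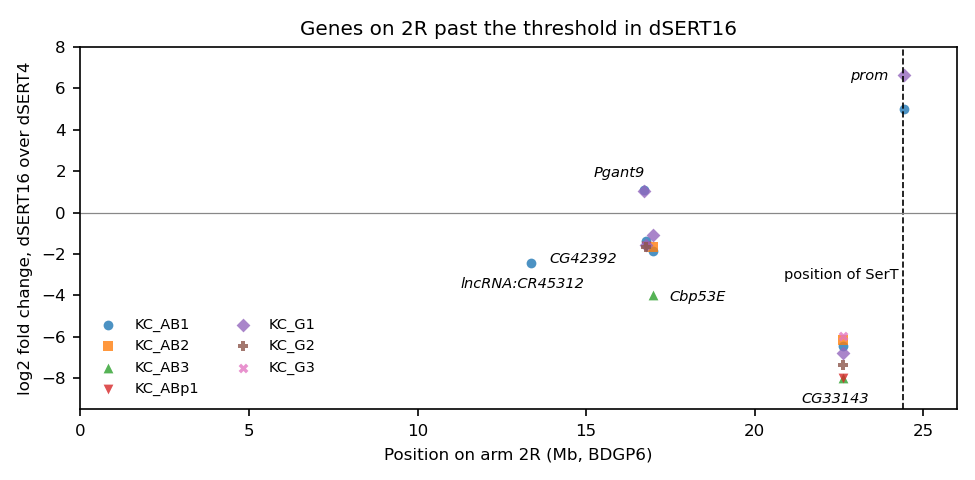
log2 fold change of dSERT16 over dSERT4 in the authors' deposited table (vertical axis) against position on arm 2R in Mb (horizontal axis) for the 6 genes on 2R past the threshold, with 1 point per gene and Kenyon cell cluster, symbols for the cluster and a dashed line at SerT. CG33143 is lower in all 7 clusters, and prom, beside SerT, is higher in KC_G1 (6.63) and KC_AB1 (5.01).

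The dSERT-TMKO contrast at day 0 asked which of these changes appear with a more precise deletion. Over 6 clusters the authors' deposited table held 13 changes, 4 higher and 9 lower, in 11 genes. LysRS (FBgn0027084; BDGP6 X chromosome, 9606363 to 9608884, minus strand) was lower in KC_G2 (log2 fold change -1.91, approximate SE 0.33, adjusted p 4.09e-05) and KC_G1 (-0.88, approximate SE 0.20, adjusted p 0.0191) of the authors' deposited table. CG42392 was lower in KC_G1 (-0.75) and KC_G2 (-0.99) of the authors' deposited table, both among the 4 in which it passed in dSERT16. Hsp23 (-3.24), CG9801 (-1.03) and CG5131 (-4.22) were lower and CG30419 (1.32) and Rab27 (0.64) higher in KC_G1 of the authors' deposited table. The remaining changes in the authors' deposited table were mamo in KC_G2 (-0.72), dpr1 in KC_ABp1 (6.30), and DIP-kappa (-3.77) and Scp2 (6.48) in KC_G4, a cluster found in this experiment alone and left out by the study for its few cells. No gene passed in KC_AB1 or KC_AB2 of the authors' deposited table (DESeq2), where 96 and 17 genes had an unadjusted p under 0.05. Per the paper, KC_AB2 held far fewer cells than KC_AB1. Neither prom nor CG33143 was past the threshold in either authors' deposited table for dSERT-TMKO.

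At day 4 to 6 the same contrast asked which changes build up in the adult. Over 5 clusters the authors' deposited table held 15 changes, 6 higher and 9 lower, in 12 genes. LysRS was lower in KC_G1 (log2 fold change -2.45, approximate SE 0.34, adjusted p 1.19e-09) and KC_AB1 (-2.40, approximate SE 0.35, adjusted p 3.84e-08) of the authors' deposited table. CG32581, on X, was lower in KC_G1 (-6.95) and KC_AB1 (-7.79) of the authors' deposited table, and CG42260 (FBgn0259145; 2R, 22740999 to 22798289) was lower in KC_G1 (-0.94) and KC_AB1 (-1.08). CG42392 was again lower in KC_G1 (-0.97) of the authors' deposited table, where Hsp26 (-1.90) was lower and Myo81F (1.33) and CG13229 (2.79) were higher. Cbp53E was lower in KC_AB1 (-2.06) of the authors' deposited table. In KC_G2 all 4 changes in the authors' deposited table were higher in dSERT-TMKO: side (FBgn0016061; 3R, 27375088 to 27437482; log2 fold change 5.86, approximate SE 0.64, adjusted p 2.92e-16), beat-IIa (7.76), CG44153 (5.95) and CG9650 (5.55). In Kenyon-like cells of that pool side was at 50.2 CPM, CG44153 at 43.2 CPM, beat-IIa at 11.8 CPM and CG9650 at 8.84 CPM, and in its non-Kenyon neurons they were at 585, 715, 342 and 773 CPM. No gene passed in KC_AB2 or KC_ABp1 of the authors' deposited table (DESeq2), where 12 and 11 genes had an unadjusted p under 0.05. Per the paper, clusters held fewer cells at this age than at day 0, which limited the power, and power was greatest in KC_G1 and KC_AB1. By its cell counts KC_G2, KC_AB2 and KC_ABp1 each held fewer cells than those 2 clusters in both arms, so the large changes in KC_G2 rest on few cells.

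**Figure D3:**
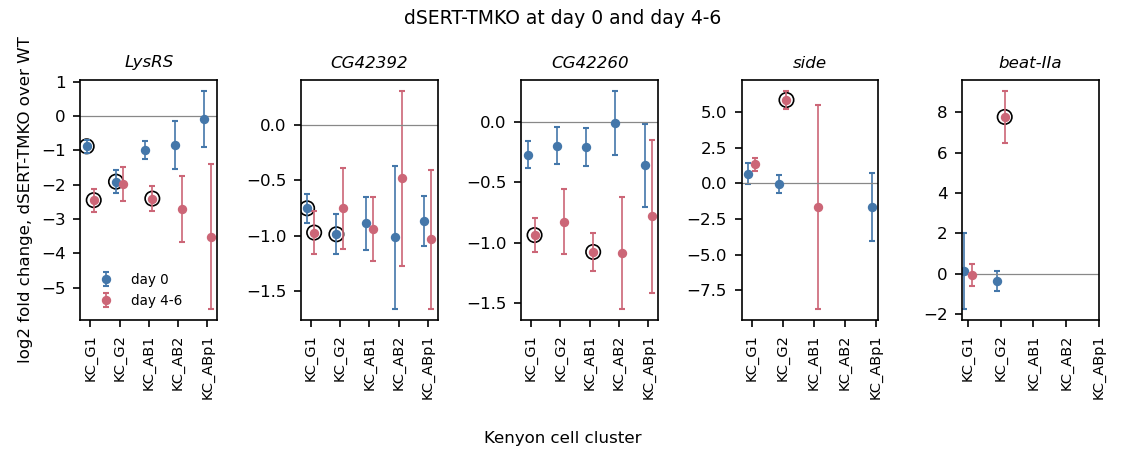
log2 fold change of dSERT-TMKO over WT in the authors' deposited table (vertical axes, each gene on its own scale) in 5 Kenyon cell clusters (horizontal axis) at day 0 and day 4-6 for LysRS, CG42392, CG42260, side and beat-IIa, with whiskers of 1 approximate SE recovered from the unadjusted p and rings on changes past the threshold. LysRS in KC_G1 is at -0.88 at day 0 and -2.45 at day 4-6, and side is raised to 5.86 in KC_G2 at day 4-6.

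Citalopram feeding asked which changes follow from blocking the transporter in adults that developed with it. The authors' deposited table held 8 changes in 8 genes, 1 higher and 7 lower under CIT, in KC_AB1 and KC_G2. In KC_AB1 of the authors' deposited table, CG6770 was higher (0.82, adjusted p 7.84e-04), and Lgr1 (-1.16, adjusted p 4.44e-05), mgl (-1.14), CG42342 (-1.82), Ddc (-0.96) and Octalpha2R (-0.91) were lower. In KC_G2 of the authors' deposited table, Hsp26 was lower by a log2 fold change of -2.25 (approximate SE 0.28, adjusted p 2.49e-12) and Hsp70Bc by -2.71 (adjusted p 0.0307). No gene passed in the other 3 clusters of the authors' deposited table (DESeq2), KC_G1, KC_AB2 and KC_ABp1, where 159, 44 and 52 genes had an unadjusted p under 0.05. Only Hsp26 was past the threshold both for CIT and in another contrast, dSERT-TMKO at day 4 to 6, in a different cluster.

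Concordance between contrasts was read across genes, which are not independent replicates. Correlations were over genes at 10 CPM or more in the Kenyon-like cells of both libraries, while same signs were counted with no limit on CPM. The log2 fold changes in the authors' deposited table for dSERT16 and for dSERT-TMKO at day 0 had a median Spearman rho of 0.030 over 5 clusters (SD over clusters 0.025). Between dSERT-TMKO at day 0 and at day 4 to 6 it was 0.031 (SD 0.045), with the highest value, 0.12, in KC_G1, and between dSERT-TMKO at day 4 to 6 and CIT it was -0.020 (SD 0.015). The largest shift under another setting was with a minimum of 50 CPM, to 0.072 between the dSERT-TMKO ages, while for dSERT16 with dSERT-TMKO at day 0 it was without 3L and 3R, to 0.0124. Among changes past the threshold in either contrast of a pair, 21 of 28 had the same sign in dSERT16 and dSERT-TMKO at day 0 (75.0%, exact two-sided binomial p 0.0125, Benjamini-Hochberg adjusted over 3 pairs 0.0188). The same share was 20 of 24 between the dSERT-TMKO ages (83.3%, exact p 0.00154, adjusted 0.00463) and 11 of 23 between dSERT-TMKO at day 4 to 6 and CIT (47.8%, exact p 1, adjusted 1). Each gene counted once, the first pair had 13 of 18 genes with the same sign (exact p 0.0963) and the second 15 of 19 (exact p 0.0192). Without genes on 2L and 2R and those under 10 CPM neither pair passed (adjusted exact p 0.340 and 0.0674, over 11 and 13 changes).

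Whether an effect differed between clusters or contrasts was tested on the difference itself, with an approximate SE recovered from each unadjusted p in the authors' deposited table. Of 326 differences, 59 of 252 between clusters and 43 of 74 between contrasts were past a Benjamini-Hochberg adjusted p of 0.05. The genes tested had been picked for a change past the threshold in one of the values compared, which inflates such differences, and clusters of one contrast come from the same flies. Between the dSERT-TMKO ages, the log2 fold change of LysRS at day 0 minus that at day 4 to 6 was 1.57 in KC_G1 (approximate SE 0.39, adjusted p 4.18e-04) and 0.07 in KC_G2 (approximate SE 0.60, adjusted p 0.974). SK passed in 2 clusters of dSERT16, and it was lower in all 7 clusters of the authors' deposited table, from -0.56 in KC_G2 to -1.10 in KC_ABp1. No tested difference in SK between those clusters passed (lowest adjusted p 0.616). Without log2 fold changes under 0.05, 84 differences were past the threshold.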

Values the study reported

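The study reported 33 significant changes between dSERT16 and dSERT4 cells over its Kenyon cell subtypes. It counted 13 changes for dSERT-TMKO against WT on the day of eclosion and 15 in flies aged 4 to 6 days. Under citalopram it gave 6 genes as lower and 1 as higher. Its counts for dSERT16 and for genes lower under citalopram differ from those counted above at its threshold, and the reason was not examined. It described a group of changed genes about 7.5 Mb from the transporter gene on 2R, and another right beside the dSERT16 deletion. It calls prom eye-specific and concluded that its rise was a likely artifact of lost regulatory DNA. As replicates of its dSERT16 and dSERT4 cells the study used 2 and 4 strains.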

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

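Chosen after the results were seen were both tests on the SE of small effects, the larger gene sets (added once the short lists had decided nothing), the 13 list tests in other clusters, without some genes or with another source of the set, the requirement that other clusters stay within the limits, and the limit against which the X-linked value was read.

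Cells other than Kenyon cells lie outside the comparisons above, and their share in each sort was over what a count of 0 allows. Glia-like cells were 4.92% of the dSERT4/dSERT16 pool (162 cells), 66.4% of the day 0 dSERT-TMKO/WT pool (5659 cells) and 0.673% of the day 4 to 6 pool (20 cells). Non-Kenyon neurons were 3.43% (113 cells), 4.24% (361 cells) and 1.31% (39 cells) of the same pools, and these shares moved with the naming rule, to 0% of the dSERT4/dSERT16 pool under the first rule and to 8.65% of the day 4 to 6 pool (257 cells) at a marker limit of 50% of the highest CPM. Doublets with Kenyon cells, or free RNA, would put Kenyon cell transcripts into the glia-like clusters. The 6 Kenyon cell markers together were at 261 CPM in glia-like cells of the day 0 dSERT-TMKO/WT pool, 1.67% of the 15583 CPM in its Kenyon-like cells, which argues against that explanation for the glia. A wider sort gate in that experiment, or the driver being active in some glia, stays open: each pool is a single sort of its own genotypes, so sort, genotype and library cannot be told apart. No biological explanation was tested for the other neurons.

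For 9 effects of dSERT-TMKO, of 24 compared, the log2 fold change at day 4 to 6 minus that at day 0 passed the test of the difference. LysRS moved by -1.57 in KC_G1 and -1.42 in KC_AB1, CG42260 by -0.66 in KC_G1 and -0.87 in KC_AB1, and CG32581 by -6.29 in KC_G1. In KC_G2, side moved by 5.91, beat-IIa by 8.12, CG9650 by 6.46 and CG44153 by 6.57. The genes were picked because one of the ages had passed, so these sizes are inflated. An SE recovered from a p near 1 can be too small. Of the 9, 2 (side and CG32581) rest on an unadjusted p over 0.5, and in both that SE was already no smaller than the median SE of genes of like CPM. Of the 13 such differences between ages or clusters given here, the SE was raised to that median in 8, of which 6 stayed past the threshold, and was already no smaller in 5, so 11 stayed. LysRS, CG32581 and CG9650 lie on X. A different X chromosome in the arms would have moved X-linked genes as a set, and in KC_G1 their median absolute log2 fold change was at percentile 1.54 of random lists at day 0 and at percentile 93.25 at day 4 to 6. At day 0 in that cluster X-linked genes thus moved no more than other genes. The random lists included genes of the third chromosome, which came from different strains in the arms, and no other cluster was examined. A chromosome-wide difference and single variants on X therefore both stay open. The test was not run in KC_G2, where CG9650 moved. Each age is its own pool and library, so age, library and the strains used cannot be told apart for any of these genes, and an effect of age on the response to the lost transporter stays open, untested.

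The 4 genes raised in KC_G2 of dSERT-TMKO at day 4 to 6 also differed between clusters at that age: side by 4.51, beat-IIa by 7.80 and CG9650 by 9.50 in KC_G2 over KC_G1, and CG44153 by 6.59 in KC_G2 over KC_AB1. In the non-Kenyon neurons of that pool side was at 585 CPM, beat-IIa at 342 CPM, CG9650 at 773 CPM and CG44153 at 715 CPM, against 50.2, 11.8, 8.84 and 43.2 CPM in Kenyon-like cells, so a candidate explanation is a few neurons of another type within KC_G2 in the mutant arm. The short list of other-neuron genes had only 5 genes with a value there, of which 2 were at 10 CPM or more in Kenyon-like cells, and its median was at percentile 41.28, which shows no rise and is what was foreseen for the absence of such cells. Of its most abundant genes, lncRNA:CR31451 (9829 CPM in non-Kenyon neurons) had a log2 fold change of 0.88 (unadjusted p 7.17e-05) and twz (1106 CPM) one of -3.77 (p 0.136) in the authors' deposited table. The larger set, taken from these libraries, had 56 genes with a value, 22 of them at 10 CPM or more in Kenyon-like cells, and a median of 0.77, at percentile 100 of random lists (95% of them between -0.49 and 0.34), with 37 genes higher and 19 lower. Without the 4 changed genes the median was 0.57, at percentile 99.75. The set was raised as much in KC_AB1 (median 0.70, percentile 100), where none of its genes passed, and not in KC_G1 (percentile 28.79), while under CIT it was lowered in KC_G2 (percentile 1.35), and at day 0 it was unremarkable there (percentile 42.89). A set that is as high where none of its genes passed, and past the opposite limit in another contrast, decides nothing about KC_G2, so stray neurons and a change in Kenyon cells themselves cannot be told apart for these 4 genes.

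At day 0 of dSERT-TMKO, dpr1 was raised in KC_ABp1 over KC_G2 by 6.79 and Scp2 in KC_G4, a small cluster that the study left out, over KC_AB1 by 7.13. Neurons of another type would raise their genes as a set in both clusters. The short list was at percentile 54.17 in KC_ABp1 and 73.08 in KC_G4, and the larger set at percentile 72.51 and 18.64, all inside the middle 95% of random lists. No value left that range and only 2 genes of the short list and 19 and 22 of the larger set were at 10 CPM or more, so stray neurons and a change in Kenyon cells cannot be told apart for dpr1 and Scp2. DIP-kappa, a marker of the alpha/beta subtype, was lower in KC_G4 than in KC_AB2 by a difference of -3.94. The other alpha/beta markers were lower in KC_G4 too, with a median of -0.78 over 6 genes, 5 of them lower, at percentile 0.02. In the same contrast the list was at percentile 10.72 in KC_G2 and 94.48 in KC_ABp1, but at percentile 100 in KC_G1 (median 0.29), so 6 markers can leave the range of random lists without any gene past the threshold. Fewer alpha/beta cells in KC_G4 of the mutant arm, a cluster seen in 1 experiment, and a loss within gamma cells thus cannot be told apart for DIP-kappa.

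Other effects of dSERT-TMKO that differed between clusters at day 0 were Hsp23 (-3.14, KC_G1 minus KC_G4), CG30419 (1.32, KC_G1 minus KC_AB2), LysRS (-1.03, KC_G2 minus KC_G1), mamo (-0.69, KC_G2 minus KC_ABp1) and Rab27 (0.90, KC_G1 minus KC_AB1). At day 4 to 6 Cbp53E differed by -2.28 (KC_AB1 minus KC_G1). In dSERT16 the differences were Cbp53E at -5.43 (KC_AB3 minus KC_G2), lncRNA:CR45312 at -2.30 and sr at -1.59 (both KC_AB1 minus KC_G1). Over all 4 contrasts 252 differences between clusters were tested, and for each gene and contrast with any past the threshold the one with the smallest p is given, 23 in all. With each SE from a p over 0.5 raised to at least the median SE of genes of like CPM, 21 of the 23 stayed past the threshold, while Hsp23 (adjusted p 0.0616) and CG30419 (adjusted p 0.261) did not, so too small an SE stays open, for these above all. Leaving out log2 fold changes under 0.05 kept 27 of the 32 differences between ages or clusters, which decides nothing for these pairs of clusters, because the 5 that went are those resting on such a value. Over any pair of clusters of the same gene and contrast, 22 of the 23 kept a difference, all but beat-IIa. For the other 4 a difference between clusters thus does not rest on so small a value alone. Other SEs from a p over 0.5 were not examined in those pairs. Cbp53E in KC_AB3 and Hsp23 in KC_G4 rest on small clusters that the study left out. The value for X-linked genes (percentile 1.54 in KC_G1 at day 0) does not decide for Rab27 and LysRS in KC_G1 either. For LysRS and mamo in KC_G2 the test was not run. Stress in handling was weighed for heat shock genes, and a raised control was weighed for Cbp53E, lncRNA:CR45312 and sr in dSERT16, with a differing segment of 2R for Cbp53E. For CG30419 no technical explanation but the SE was tested, and a response particular to a subtype stays open for all of these genes.

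In dSERT16, mt:Cyt-b was lower in KC_G2 than in KC_AB1 by a difference of -2.15 and mt:ATPase6 lower than in KC_AB2 by -1.68. All 14 mitochondrial genes with a value were lower in KC_G2, with a median log2 fold change of -1.50. This is consistent with less mitochondrial RNA per cell in that arm and cluster, rather than with changes of single genes. Mitochondrial genes also moved together elsewhere with none past the threshold: 13 of 13 were lower in KC_AB1 and in KC_G4 of dSERT-TMKO at day 0, 12 of 13 higher in KC_ABp1 at day 4 to 6, and 13 of 14 higher in KC_AB1 under CIT. In the dSERT4/dSERT16 pool a cluster of gamma-like cells was led by mitochondrial genes, so the share of such cells in KC_G2 may differ between the arms. Per the paper, both arms were pooled before dissociation, and whether earlier handling or genotype set that share stays open.

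Under CIT, Hsp26 was lower in KC_G2 than in KC_G1 by -1.78 and Hsp70Bc lower than in KC_AB1 by -3.18. Heat shock genes were lower in 75.6% of 45 values over the 5 clusters (34 values), with a lower median in 5 of 5 clusters. Genes went both ways in every cluster, unlike what shared stress was foreseen to do, and of the values with an unadjusted p under 0.05, 12 were lower and 0 higher. Lower values were also the majority for dSERT16 (65.3%; 3 lower and 0 higher at an unadjusted p under 0.05), for dSERT-TMKO at day 0 (68.5%; 16 lower and 1 higher) and for dSERT-TMKO at day 4 to 6 (64.4%; 4 lower and 0 higher). Per the paper's methods, the samples of an experiment were pooled after dissection, so its arms shared dissociation and sorting. Stress in handling before that pooling and a response to the drug cannot be told apart here, since no measure of stress apart from these genes was used. In KC_AB1 against another cluster, mgl differed by -1.16 and Octalpha2R by -1.26 (both minus KC_G2), and CG42342 by -1.76 (minus KC_G1). Less glial RNA in the drug arm would lower glia genes as a set in KC_AB1. The short glia list (15 genes with a value, 3 of them at 10 CPM or more in Kenyon-like cells) was at percentile 67.39, and the larger set (258 genes, 53 of them at 10 CPM or more) was raised, at percentile 98.77, which argues against it. Its 53 genes at 10 CPM or more were raised too (median 0.20, percentile 100), and a set taken from the 20 glia-like cells of the day 4 to 6 pool was not lowered (269 genes, percentile 89.1). The larger set includes CG6770, at 2800 CPM in glia-like cells of the day 4 to 6 pool against 545 CPM in Kenyon-like cells. Its rise under CIT (0.82) thus cannot be told apart from that of the set. In KC_G1, KC_G2 and KC_ABp1 under CIT the larger set stayed inside the limits (percentiles 82.95, 12.93 and 93.4). Of the genes lower in KC_AB1, however, mgl (4656 CPM in glia-like cells of the day 4 to 6 pool against 419 CPM in Kenyon-like cells) and CG42342 (1658 against 252 CPM) were higher in glia, while Octalpha2R (286 against 355 CPM) and Lgr1 (0 UMIs in glia) were not. Ddc was at 1955 against 378 CPM there, from 3 of 20 glia-like cells. In the dSERT4/dSERT16 pool it was higher in glia too, at 4383 against 409 CPM, with a UMI in 65 of 162 glia-like cells. It was lower in glia, at 30.4 against 215 CPM, in the day 0 dSERT-TMKO/WT pool with its 5659 glia-like cells. Less RNA of some glia rich in mgl, CG42342 or Ddc was not tested and stays open for these genes. The most abundant genes of the short list in glia-like cells of the day 4 to 6 pool, nrv2 (0.13), Gs2 (-0.51) and axo (0.44), did not move beyond their error in the authors' deposited table (unadjusted p 0.759, 0.694 and 0.60). An effect of the drug in alpha/beta cells stays open. Strains also differed between the drug arms, and their effect was not tested for any gene changed under CIT.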

How the results depend on the processing

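The naming rules, the CPM limits and the restriction to the 5 shared clusters were added after the data had been seen, and the other alternatives were planned.

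The share of changed genes on 2R for dSERT16 stayed past the threshold under all 6 alternatives, and the shares of the other 3 contrasts stayed short of it. The rank correlations between contrasts stayed within their spread over clusters under all 5 alternatives. No result reversed.

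Counts of changes moved by more than 1.5 times in 4 cases. A fold change of at least 2 left 8 changes for dSERT-TMKO at day 0 and 5 for CIT, an adjusted p of at most 0.01 left 4 for CIT, and adjustment over all clusters together left 4 for CIT. These follow from stricter thresholds. Of 62 single changes, 11 lost significance when the adjustment ran over all clusters together, with adjusted p from 0.0530 to 0.143, among them prom in KC_AB1 (0.0594) and Hsp70Bc in KC_G2 (0.0554).

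Without genes on 2L and 2R the same-sign share was 72.7% for dSERT16 with dSERT-TMKO at day 0 (adjusted exact p 0.340) and 84.6% between the dSERT-TMKO ages (adjusted exact p 0.0674), both no longer past the threshold. The shares moved little, and the smaller number of changes, 11 and 13, weakens the test.

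Cells per library followed the filter. A minimum of 500 UMIs left 3509, 9123 and 3070 cells, one of 2000 UMIs left 2771, 8284 and 2885, and a mitochondrial maximum of 10% left 3206, 8338 and 2966, for the dSERT4/dSERT16, day 0 dSERT-TMKO/WT and day 4 to 6 pools.

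In the dSERT4/dSERT16 pool the Kenyon-like share rose to 95.1% under the first naming rule, and the gamma share of Kenyon-like cells fell to 55.0% at a Leiden resolution of 1.0. In the day 0 dSERT-TMKO/WT pool, with no doublets removed, the Kenyon-like share was 22.6%, the alpha/beta share 31.9% and the alpha-prime/beta-prime share 0%. In the day 4 to 6 pool the Kenyon-like share was 96.6% at a minimum of 500 UMIs. Requiring 5 Kenyon cell markers there gave 94.1% Kenyon-like, 53.7% gamma, 46.3% alpha/beta and 0% alpha-prime/beta-prime, and a marker limit of 50% of the highest CPM gave 90.7%, 43.9% and 39.9% for the first 3. Beyond the thresholds themselves, the cause was not tested. The glia-like share of the day 0 dSERT-TMKO/WT pool lay between 59.9% and 70.2% under every alternative run. That of the dSERT4/dSERT16 pool lay between 2.67% and 5.45%, and that of the day 4 to 6 pool between 0% (a minimum of 500 UMIs) and 0.707%. The share of non-Kenyon neurons ranged from 0% to 3.46%, from 4.18% to 4.28% and from 1.30% to 8.65% in the dSERT4/dSERT16, day 0 dSERT-TMKO/WT and day 4 to 6 pools, with the highest share in the day 4 to 6 pool at the marker limit of 50% and in the day 0 dSERT-TMKO/WT pool otherwise, and the cause was not tested.

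In KC_G1, a simulated log2 fold change of 2 was found in 47.5% of genes for dSERT-TMKO at day 4 to 6 and in 74.5% for dSERT16. A gene short of the threshold in one contrast is thus not shown to be unchanged. Other clusters were not simulated, so these shares do not give the power there.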

Other observations

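Chosen after the results were seen were the tests of the CG33143 level in the control, of free RNA for SerT in glia, of the chromosome arms for dSERT16 with dSERT-TMKO, of the same-sign share as a test of strains, and of the p of KC_G1 genes at 1000 CPM or more, and the reading of a list value inside the range of random lists as undecided.

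CG33143 had the largest drop among the changes past the threshold in dSERT16, and the pooled libraries bear on which arm moved. Its level in Kenyon-like cells of the dSERT4/dSERT16 pool was 464 times the higher of the dSERT-TMKO pools, and dSERT4 must be at or above the mean of its pool. This is consistent with CG33143 being switched on in the dSERT4 control, rather than lost from dSERT16, as a hypothesis. In the day 0 dSERT-TMKO/WT pool 238 of 361 non-Kenyon neurons (65.9%) held a CG33143 UMI, against 13 of 2180 Kenyon-like cells (0.596%). A difference between libraries in strain background stays open. Of the other 7 genes lower in dSERT16, only 1, lncRNA:CR45312, was at 2 times the CPM of both dSERT-TMKO pools or more, and since a gene raised in the control by less than that would be missed, the raised control and the loss cannot be told apart for these 7.

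Around the changed genes on 2R, a segment that differs between dSERT16 and dSERT4 could move many genes. Within 0.5 Mb of CG42392, which takes in Pgant9 and Cbp53E, the median absolute log2 fold change of 40 genes in KC_G1 was 0.23, at percentile 96.92 of random lists, just within the middle 95% of them, which was foreseen for no such segment. The 3 changed genes are among the 40, so a differing segment cannot be told apart from single-gene effects there. Within 0.5 Mb of SerT, 81 genes had a median of 0.20 at percentile 75.41, with prom alone past the threshold. That lies inside the middle 95% of random lists, which shows no excess and is what was foreseen for no such segment. A segment that moved only a few of the 81 genes would leave the median there too. A differing segment and an effect on prom alone thus cannot be told apart there.

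The paper's text gives no sex for the flies of the single-cell dSERT4/dSERT16 pool. The male-specific RNAs roX1 and roX2 were seen together in 30 of 3019 Kenyon-like cells of the dSERT4/dSERT16 pool (0.994%, interval 0.671 to 1.42%), against 0.678 cells if the RNAs fell independently. Those 30 cells held 87.2% of the roX1 UMIs of Kenyon-like cells. In the other pools 0 of 2180 and 1 of 2911 cells held both. In the authors' deposited table lncRNA:roX1 was higher in dSERT16 in 6 of 7 clusters, and roX2 had the same sign in 6 of 6 clusters with both, although 4 of the roX1 values carry no p. A candidate explanation is cells from male flies in one arm of the pool, with 30 such cells, and nothing else was tested for roX1.

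Across genes, the small correlation between the dSERT-TMKO ages could come from the same marked strains standing for the same genotype at both ages. The correlation on 3L and 3R minus that on the other arms had a median of -0.0028 over 5 clusters, with 3L and 3R higher in 2 of 5. Without 3L and 3R the correlation was 0.111 in KC_G1 (2769 genes), against 0.119 with them, and of the changes past the threshold at either age 14 of 15 had the same sign (93.3%, exact two-sided binomial p adjusted over 3 pairs 0.00293). For genes at 10 CPM or more, this argues against variants that act on third-chromosome genes alone as the source of the shared signs. Strain effects that reach genes on other chromosomes would leave no such excess, so for the correlation strain and genotype cannot be told apart. For dSERT16 with dSERT-TMKO at day 0, 3L and 3R had the higher correlation in 4 of 5 clusters, with a median difference of 0.0424 (from -0.00744 to 0.0910), and without them the median correlation was 0.0124, against 0.030 with them. An excess of that kind was foreseen for shared strains, but it was not seen in every cluster and is small, so strains and genotype cannot be told apart for this pair. For dSERT-TMKO at day 4 to 6 with CIT it was 3 of 5 clusters (median difference 0.00384).

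Unadjusted p under 0.05 were rare in the authors' deposited tables, between 0.170% and 2.08% of genes per cluster, where 5% arise with no effect at all. If this came only from genes with few counts, genes at 100 CPM or more would reach 5%. The highest share among them was 3.66% (CIT, 293 of 7997 values), but that limit was on the CPM of all Kenyon-like cells, so genes of small clusters still had few counts, and the share rose with CPM in each table. In KC_G1 alone, genes at 1000 CPM or more had 11.2% for dSERT16 (20 of 178), 5.10% for dSERT-TMKO at day 0 (10 of 196), 4.12% at day 4 to 6 (7 of 170) and 5.29% for CIT (9 of 170). Few counts and other properties of the fit cannot be told apart as the source of the low shares, and the fit was not examined.

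SerT UMIs were more frequent in glia than in Kenyon cells of the day 0 dSERT-TMKO/WT pool, the one with many glia. In the dSERT4/dSERT16 pool 0 of 162 glia-like cells held one, against 1 of 3019 Kenyon-like cells. With 0 read as at most 3 cells this allows up to 1.85% of glia-like cells, and the exact interval reaches 2.25%. In the day 4 to 6 pool it was 0 of 20 (up to 15%, exact interval to 16.8%), against 0 of 2911. A difference like that in the day 0 dSERT-TMKO/WT pool was thus not detectable in either. In the day 0 dSERT-TMKO/WT pool 44 of 5659 glia-like cells (0.778%, interval 0.566 to 1.04%, median depth 5983 UMIs) held one, against 1 of 2180 Kenyon-like cells (0.0459%, interval 0.00116 to 0.255%, median depth 6975 UMIs). Free RNA would reach both alike, so it is argued against as the only source, and low expression in glia or sticky serotonergic fragments stay open. In the same pool 2 of 361 non-Kenyon neurons held 102 SerT UMIs, and 1 of these cells, chosen after its values were seen, held 100 of them with 43 Trh and 698 Vmat UMIs among its 22935. The 1 Kenyon-like cell with a SerT UMI in the dSERT4/dSERT16 pool also held 11 Trh and 22 Vmat UMIs among its 3122. That of the day 0 dSERT-TMKO/WT pool held 0 UMIs of either gene.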
